# Highly Metastatic Subpopulation of TNBC Cells Has Limited Iron Metabolism and Is a Target of Iron Chelators

**DOI:** 10.3390/cancers15020468

**Published:** 2023-01-12

**Authors:** Yuze Wang, Toshiaki Ohara, Yuehua Chen, Yusuke Hamada, Chunning Li, Masayoshi Fujisawa, Teizo Yoshimura, Akihiro Matsukawa

**Keywords:** triple-negative breast cancer, iron metabolism, iron chelator, phosphoinositide-3-kinase-protein kinase, heterogeneity, metastasis

## Abstract

**Simple Summary:**

Excess iron is known to be a risk factor of carcinogenesis. Although iron chelators show anti-cancer effects, they have not been used successfully to treat cancer patients. Triple-negative breast cancer (TNBC) is a disease with poor prognosis without effective treatments. Thus, we aimed to evaluate the possibility of iron chelators as a therapy for TNBC. Deferasirox (DFX), an iron chelator, suppressed the growth of 4T1 murine TNBC cell line cells in vitro and in vivo lung metastatic model. We found that highly metastatic TNBC cells have limited iron metabolism and can be more effectively targeted by iron chelators.

**Abstract:**

Excess iron is known to be a risk factor of carcinogenesis. Although iron chelators show anti-cancer effects, they have not been used successfully to treat cancer patients. Triple-negative breast cancer (TNBC) is a disease with poor prognosis without effective treatments. Thus, we aimed to evaluate a possibility of iron chelators as a therapy for TNBC. Deferasirox (DFX), an iron chelator, suppressed the growth of 4T1 murine TNBC cell line cells in vitro and in vivo. Lung metastasis was further significantly reduced, leading to the hypothesis that iron metabolism between metastatic and non-metastatic cells may be different. An analysis of existing database demonstrated that the expression of iron-uptake genes was significantly suppressed in TNBC cells that metastasized to lymph nodes or lungs compared to those in primary tumors. A highly metastatic clone of the murine 4T1 TNBC cells (4T1-HM) did not proliferate well under iron-rich or iron-depleted conditions by iron chelators compared to a low-metastatic clone (4T1-LM). Bulk RNA-seq analysis of RNA from 4T1-HM and 4T1-LM cells suggested that the PI3K-AKT pathway might be responsible for this difference. Indeed, DFX suppressed the proliferation via the AKT-mTOR pathway in 4T1-HM and the human MDA-MB-231 cells, a human mesenchymal-like TNBC cell line. DFX also suppressed the growth of 4T1-HM tumors in comparison to 4T1-LM tumors, and reduced lung metastases after surgical resection of primary 4T1 tumors. These results indicated, for the first time, that highly metastatic TNBC cells have limited iron metabolism, and they can be more effectively targeted by iron chelators.

## 1. Introduction

Iron is essential to cell proliferation and energy metabolism. However, excess iron is known to be a risk factor of carcinogenesis, tumor progression, and metastasis [1,2,3]. In particular, high heme iron intake increases the risk of carcinogenesis in breast cancer [4]. Thus, iron reduction is logically expected to be a therapeutic approach for cancer, and iron chelators have been investigated as a potential therapeutic agent. Some iron chelators have been shown to inhibit the proliferation of cancer cells, either alone or in combination with other anti–cancer medications [5,6,7,8]. They have also been reported to inhibit the stemness of CSCs [9,10].

Breast cancer is considered the most prevalent cancer in women worldwide, affecting almost 12% of all women during their lifetime [11]. Triple–negative breast cancer (TNBC) is characterized by the absence of estrogen receptor (ER), progesterone receptor (PR), and HER2 (ERBB2) expression, and it is known for its aggressiveness and poor prognosis [12]. High–proliferation or high–grade TNBCs are associated with poor prognosis and rapid progression to the metastatic stage. Moreover, TNBC is a highly heterogeneous tumor type, causing difficulty in the treatment of TNBC [13]. A number of new attempts on immunotherapy and molecular targeted therapy have been conducted [14], however, preoperative neoadjuvant chemotherapy and postoperative chemotherapy and radiotherapy continue to be the common treatments for TNBC [15]. Therefore, TNBC treatment is urgently required, particularly to prevent the progression from local stage to metastatic stage.

Our previous study revealed that iron depletion diet and iron chelators suppressed tumor growth in some kinds of cancer [7,8]. We also revealed that iron chelator possibly inhibited the stemness of cancer [9,16,17]. Furthermore, the possibility using iron chelators for TNBC has been reported [18]. However, the relationship between TNBC metastasis and iron metabolism remains unclear. In this study, we examined the difference in iron metabolism between highly metastatic and low–metastatic subtypes of TNBC cells, and evaluated the effectiveness of iron chelators as a therapeutic modality for the treatment of TNBC.

## 2. Materials and Methods

### 2.1. Cell Culture

The 4T1 murine breast TNBC cell line and human TNBC cell line (MDA–MB–231 and HCC–1937) were acquired from American Type Culture Collection (Manassas, VA, USA). All parent cells and 4T1 single clones were grown in RPMI 1640 medium (Sigma–Aldrich, St. Louis, MO, USA), supplemented with 10% fetal bovine serum (Cytiva, Marlborough, MA, USA), 100 U/mL of penicillin, and 100 g/mL of streptomycin (Sigma–Aldrich) at 37 °C in humidified air with 5% CO_2_.

### 2.2. Reagents

DFX (EXJADE) and deferoxamine (DFO; Desferal) were obtained from Novartis Pharma (Tokyo, Japan). Super–polyphenol 10 (SP10) was kindly provided by Disease Adsorption System Technologies Co., Ltd. (Kanazawa, Japan). For in vitro studies, DFX was dissolved in DMSO (Sigma–Aldrich) at a stock concentration of 50 mmol/L. For in vivo studies, DFX was dissolved in saline (Otsuka Pharmaceutical, Tokyo, Japan). DFO and SP10 were dissolved in distilled water at a stock concentration of 50 mmol/L. The standard iron stock solution Fe^3+^ and Fe^2+^ (Catalog No. 19433–02 and 19505–75; Nacalai tesque, Kyoto, Japan) was dissolved in distilled water at a stock concentration of 50 mmol/L. Ready–made Sirolimus solution (Catalog No. R8781; Thermo Fisher Scientific, Waltham, MA, USA) was diluted with DMSO in different concentrations before any treatment. 

### 2.3. Cell Proliferation Assay

Cell proliferation was evaluated using the XTT assay (Cell Proliferation kit II, Roche, Mannheim, Germany) according to the manufacturer’s instructions. All cell lines were seeded (4.0 × 10^3^/well) in 96–well plates and treated for 48 h with iron chelators or iron reagents with 3% fetal bovine serum. The XTT reagent mixture was added to each well according to the manufacturer’s instructions for 2 h incubation at 37 °C, and 5% CO_2_ in a humidified incubator, then each well was measured using a microplate reader. The experiments were performed three times. Cell viability was calculated and IC_50_ was determined by GraphPad prism 9.0 software.

### 2.4. Western Blotting

After 48 h incubation with medium and specific reagents, whole cells were subjected to protein extraction. For total protein isolation, cells were lysed in lysis buffer (Cell Signaling Technology, Danvers, MA, USA) containing a protease inhibitor cocktail (Roche Life Science) and Halt™ Phosphatase inhibitor cocktail (Thermo Fisher Scientific, Waltham, MA, USA), incubated on ice for 30 min, and centrifuged for 10 min at 14,500× *g*. BCA Protein Assay Kit was used to measure protein concentrations (TaKaRa, Kusatsu, Japan). Equal amounts of protein samples were denatured at 100 °C for 10 min with 4× NuPAGE LDS sample buffer (Invitrogen, Waltham, MA, USA), and 10× Sample Reducing agent (Invitrogen, Waltham, MA, USA). 15–30 μg of cell lysates were separated on 4–12% NuPAGE Bis–Tris precast gel (Thermo Fisher Scientific) and transferred to nitrocellulose blotting membranes (GE Healthcare Life science, Chicago, IL, USA). The membranes were blocked for 40 min at room temperature with 5% skim milk in tris–buffer saline–Tween 20 (TBS–T). Each primary antibody was diluted according to the manufacturer’s instructions. After an overnight incubation with a primary antibody at 4 °C, the membrane was washed with TBS–T three times for 10 min, then incubated with horseradish peroxidase–conjugated secondary antibodies at room temperature for 1 h. After incubation with a secondary antibody, the membranes were washed three times for 10 min, and the presence of the target protein was quantified using a C–DiGit Blot scanner (LI–COR Biosciences, Lincoln, NE, USA). Table S1 enumerates all antibodies used in this study.

### 2.5. Sphere–Formation Assay

For spheroid generation, 5 × 10^2^ cells were seeded into ultra–low attachment 96 well round–bottomed plates (Corning, New York, NY, USA) containing sphere–forming medium DMEM/F12 (Invitrogen, Waltham, MA, USA) supplemented with 1× B27 serum substitute (Invitrogen), 20 ng/mL of mouse recombinant epidermal growth factor (PeproTech, Cranbury, NJ, USA), and 10 ng/mL of basic fibroblast growth factor (PeproTech). The DFX and DFO treatment groups were exposed to 20 μmol/L of DFX and 50 μmol/L of DFO, respectively. After 6 days of using Image J, the length of the radius of spheroids was examined. The volume (μm^3^) of each spheroid was calculated using the following formula: V = πR^3^4/3.

### 2.6. RNA–Seq Assay

In six–well plates, 4T1–HM or 4T1–LM cells were grown for 48 h with or without 50 μmol/L of DFX. Then, the cell’s total RNA was isolated using the High Pure RNA Isolation Kit (Roche Life Science). The Genetic Analysis company (Rhelixa, Tokyo, Japan) performed whole–transcriptome sequencing (Bulk RNA–seq) utilizing the NEBNext^®^ Poly(A) mRNA Magnetic Isolation Module (New England Biolabs, Ipswich, Massachusetts) and NEBNext^®^ UltraTMII Directional RNA Library Prep Kit (New England Biolabs, Ipswich, MA, USA). After depletion of ribosomal RNA (rRNA), conventional Illumina techniques were performed to generate sequencing libraries, which were then processed on an Illumina NovaSeq 6000 sequencing machine (150–bp paired–end reads, two samples per lane; Illumina, San Diego, CA, USA). Raw read data were subjected to quality control using FastQC (accessed on 9 January 2023, https://www.bioinformatics.babraham.ac.uk/projects/fastqc/), and sequence reads were trimmed using Trimmomatic (accessed on 9 January 2023, http://www.usadellab.org/cms/?page=trimmomatic). Sequence reads were aligned with the murine transcriptome (mm10, Ensembl.org) with HISAT2 (accessed on 9 January 2023, http://daehwankimlab.github.io/hisat2/). Statistical significance was established utilizing the R environment with edgeR packages. In reducing false positives, only genes with a *p*–value adjusted to less than 0.05 were considered differential. The data discussed in this publication are accessible through GEO series accession number GSE218133 (accessed on 9 January 2023, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE218133).

### 2.7. Database Analysis

We selected the lung metastasis RNA sequence and compared them to the RNA–seq data of primary lesions based on the description in the article [19]. The GSE63180 data were retrieved from GEO datasets (accessed on 9 January 2023, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE63180), and the obtained “GSE63180 All Clones Normalized.txt.gz” file was initially processed using R, then R package limma for differential analysis [20]. The metastatic lung tumor and primary tumor of GSE63180 were abstracted and fitted using a linear model, based on which moderated t–statistics, moderated F–statistics, and log–odds of differential expression by empirical Bayes moderation of the standard errors towards a global value were calculated. The threshold for differentially expressed genes was the absolute log2FC value > 0.5 and an adjusted *p*-value < 0.05. GraphPad prism 9.0 was used to produce a graph of iron–related genes (Figure 1A).

### 2.8. Tumor Allograft Model

The experimental protocols of this study were approved by the Animal Care and Use Committee of Okayama University, Okayama, Japan (OKU–2021700), and all experiments were conducted in compliance with applicable policies and procedures.

### 2.9. Orthotopic Tumor Model

Female BALB/c wild–type mice were purchased from Japan SLC, Inc. (Hamamatsu, Japan) and housed in sterile conditions. The experiments began when the mice were 8 weeks old. 4T1 tumor cells in culture were harvested and re–suspended in phosphate–buffered saline. Viable 4T1 cells (1 × 10^5^) were injected into the left thoracic mammary gland. Tumor size and body weight were measured every 3 days for 21 days. DFX (160 mg/kg) was suspended in saline and administered orally using a probe 3 days/week. Treatment started 3 days after tumor implantation (*n* = 10). The control group received saline administered by oral gavage 3 days/week. Tumor volume was calculated using the following formula: Volume = (width)^2^ × length/2. At the end of the experiment, the animals were sacrificed, and the tumors were collected for weight measurement and histological analysis. Bouin’s solution (FUJIFILM Wako Pure Chemical Corporation) was used to perfuse the lungs, which were then fixed in the same solution. The number of metastatic tumors on the lungs was counted under a stereomicroscope.

### 2.10. Single–Cell RNA Sequencing Analysis

Based on the files provided by the GEO dataset database (GSE123837), raw FPKMs for HCI001, HCI002, and HCI010 from three different patients were extracted to generate a gene expression matrix. We eliminated cells with less than 2500 expressed genes, a proportion of mitochondrial genes that exceed 50% of all expressed genes, or a proportion of potential erythrocyte genes that exceed 0.025% of all expressed genes. A total of 1707 filtered cells were utilized for additional bioinformatic analysis. Seurat package version 4.1.1 was used to merge the three data frames. Normalize Data (object = object, normalization.method = “LogNormalize”) and Find Variable Features (object = object, selection.method = “vst,” nfeatures = 10,000) were utilized to normalize the data. After normalizing the data and setting Default Assay to integrated, we combined all three patient–derived cell datasets using Find Integration Anchors (object.list = object.list, dims = 1:30, anchor.features = 10,000) and Integrate Data (anchorset = anchors, dims = 1:30). Then, we centralized the data using the formula Scale Data (object, vars.to.regress = c(“S.Score,” “G2M.Score”)) to scale out the influence of cycling genes on clustering.

Seurat analysis package version 4.1.1 was used to perform dimensionality reduction and differential gene expression. Then, a principal component analysis was performed using variable genes. The data were subjected to UMAP using the produced principal components. Seurat’s Find Clusters function and a granularity parameter of 0.8 were also used to identify each cluster for the analysis of merged data.

In addition, we utilized the R package AUCell to evaluate pathway activities of specific cells. The AUCell_buildRankings function was used to compute the gene expression rankings in each cell using an expression matrix and default parameters. Reference articles were used to compile the iron–uptake gene set. The gene set was used to assign scores to each cell, and AUC values were calculated for the gene set and cell using the AUCell_calcAUC function. These AUC values represented the percentage of genes within the top–ranking genes for each cell that belonged to the pathway gene set.

### 2.11. Statistical Analysis

GraphPad prism 9.0 was used to analyze the data, and the results were presented as the mean (standard error of the mean). Each experiment was technically and biologically in triplicate. Student’s *t* test was utilized to compare two groups, and *p* < 0.05 was considered statistically significant. F–test was utilized for variance analysis between two groups. When *p* < 0.05 in the F–test, the *t* test with Welch’s correction was used to compare two groups, *p* < 0.05 was determined statistically significant.

## 3. Results

### 3.1. Iron Chelators Suppressed In Vitro Cell Proliferation, In Vivo Tumor Growth, and Lung Metastasis in a Murine 4T1 TNBC Model

First, murine 4T1 TNBC cell line cells were used to evaluate the anti–cancer effect of iron chelators. Iron chelators, including deferasirox (DFX), deferoxamine (DFO), and super–polyphenol 10 (SP10), dose–dependently suppressed the proliferation of 4T1 cells in vitro (Figure 1A; Supplemental Figure S1A,B). As DFX with the lowest IC_50_ for 4T1 cells (DFX: 1.083 μM; DFO: 8.175 μM; SP10: 95.199 mM), DFX had the most suppressive effect compared to the others. To verify the effect of DFX in vivo, a 4T1 orthotopic allograft model was used. DFX suppressed the primary tumor growth by approximately 30% (Figure 1B,C). Furthermore, DFX suppressed lung metastasis by more than 50%, which was a more evident effect compared to the effect on primary tumor growth (Figure 1D; Supplemental Figure S1C). Body weights of treated mice were not significantly different (Supplemental Figure S2). Based on the results, we hypothesized that highly metastatic TNBC cells are more sensitive to iron chelators due to different iron metabolism and iron chelators could be a therapeutic modality of breast cancer.

### 3.2. Database Analysis Showed That the Iron–Uptake Genes Are Suppressed in a Highly Metastatic TNBC Cell Patient–Derived Xenograft (PDX) Model and 4T1 Cells

To explore the difference in iron metabolism between highly metastatic and low metastatic TNBC cells, the single–cell mRNA sequence database based on TNBC PDX model (GSE123837) was analyzed. Single cells were obtained from primary and metastatic tumors, and their metabolic functions were analyzed. We also examined the difference in biological functions using the same dataset. First, we imported the RNA–seq FPKM data of 1707 cells from GSE123837 and filtered out low–quality cells containing fewer than 300 gene features. We selected 1108 cells with more than 2500 gene features, less than 50% of mitochondrial genes, and less than 0.025% of erythrocyte genes, then filtered out abnormal or substandard cells (Supplemental Figure S3). Unbiased cell clustering based on uniform manifold approximation and projection (UMAP) investigations revealed five primary clusters in parallel, in accordance with their gene profiles. Unsupervised clustering separates all cells with the same biological properties into each cluster, where each cluster represents a distinct gene expression pattern or biological trait. (Figure 2A). We observed that the cells from the primary tumor and metastases have distinct biological characteristics. In lung and lymph node metastases, the proportion of clusters 0 and 1 was greater than 75%, and the proportion of cluster 0 originating from lung metastases was greater than 60% (Figure 2B,C). Therefore, unbiased clustering can effectively interpret the gene expression profile of metastases and primary sites.

Next, we extracted a group of genes associated with iron–uptake and examined the differences between primary and metastatic lesions. First, we evaluated genes that were associated with iron–uptake. Dot plots were generated for each gene, revealing that iron intake genes were primarily upregulated in the primary tumor and downregulated in the metastatic tumor (Figure 2D). When viewed from the perspective of the cluster, iron–uptake genes were expressed at a low level in clusters 0 and 1, which accounted for the majority of metastases. On the contrary, they were strongly expressed in clusters 2, 3, and 4, which comprised the majority of primary tumor (Figure 2E). We compiled these genes into a gene set that is associated with iron–uptake, and assessed the overall expression level of this gene set in each cell by calculating the area under the curve (AUC), which identifies cells with active gene signatures regarding iron–uptake gene set in single–cell RNA–seq data. The distribution of AUC values across all cells allows for an examination of the expression of signature gene in relation to one another. Consistent with our hypotheses, genes associated with iron–uptake were strongly expressed in the primary tumor but weakly expressed in the metastatic tumors (Figure 2F). Furthermore, to confirm the trend in murine TNBC, GEO public datasets (GSE63180) were used to identify the difference in iron metabolism–related transcriptomes between primary 4T1 tumor and metastases. The expression of Tfrc1 and Dmt1, two iron transporter genes, was significantly suppressed in the metastatic tumor among all related genes in the 4T1 model, and in the PDX model (Figure 2G). These results indicated that the expression of iron–uptake genes was suppressed in highly metastatic TNBC subpopulations in the human TNBC PDX model and the murine TNBC model.

**Figure 2:**
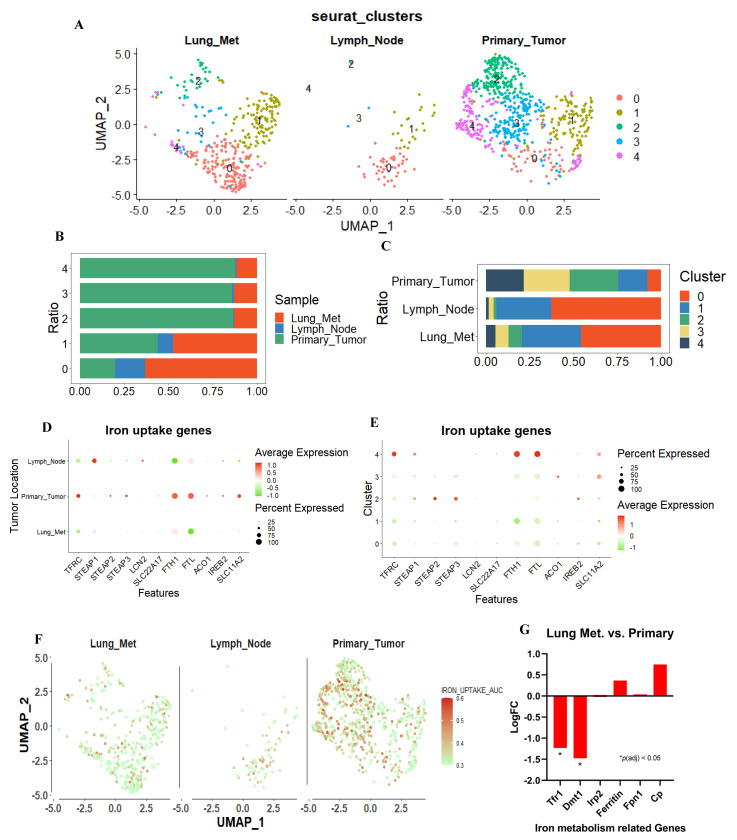
scRNA–seq analysis for TNBC–PDX tumor cells. (**A**) Uniform Manifold Approximation and Projection (UMAP) showing clustering of 1108 metastatic and primary tumor cells from the merged comprehensive data. Lung metastasis, lymph node metastasis, and primary tumor revealed different cluster pattern. (**B**,**C**) The proportion of tumor metastases and primary tumors within each cell cluster, and the proportion of tumor metastases and primary tumors within each cell cluster. (**D**,**E**) Dot plots were used to visualize iron–uptake genes, with the size of the dot representing the percentage of gene–expressed cells and the color representing the expression level of each assassinated group, with higher scores nearer red and lower scores nearer green. (**F**) The AUC value for each cell was calculated using “Iron uptake gene set”, and UMAP coordinates were used to display the position of each cell in order to visualize the AUC scores for this gene set per cell, with higher scores closer to red and lower scores closer to green. (**G**) Iron related genes were extract from 4T1 GEO’s public datasets (GSE63180). Tfr1 and Dmt1, iron intake genes, were significantly suppressed in lung metastasis site compared to primary tumor. * *p <* 0.05.

### 3.3. Tolerance of Iron Metabolic Change Differs between Metastatic and Primary Sites in Murine TNBC Cells

To confirm the result of database analysis, two 4T1 single cell clones with a high and low metastatic capacity (4T1–HM and 4T1–LM, respectively) were used (Supplemental Figure S4A) [21]. Iron–rich and iron–depleted conditions were made by ferrous and ferric iron compounds and three iron chelators, to explore the effects of an iron metabolic change. In general, cancer cells are enhanced to proliferate in an iron–rich condition. However, the proliferation of 4T1–HM cells was not enhanced under a ferrous or ferric iron–rich condition (Figure 3A,B). Furthermore, 4T1–HM cells were more intolerable than 4T1–LM under iron–depleted conditions created by DFX, DFO, and SP10 (Figure 3C,D; Supplemental Figure S4B). We found that 4T1–HM cells are more sensitive to changes in iron concentration. These results were consistent with the results of database analysis.

### 3.4. PI3K–AKT Pathway Was Responsible for Metastatic Phenotype and Strongly Inhibited by DFX in 4T1–HM Cells

RNA sequencing analysis was performed to reveal the mechanism that causes the difference in the tolerance to change in iron concentration between 4T1–LM and 4T1–HM cells. 

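Bulk RNA–seq compared 4T1–HM and 4T1–LM cells, single–cell clones of the murine 4T1 TNBC line with a high and a low metastatic capacity, after 48 h with 50 μmol/L of the iron chelator DFX or with DMSO alone. The values analysed here hold 1 library for each of the 4 conditions, HM_Ctrl, HM_DFX, LM_Ctrl and LM_DFX. No difference between these libraries has a replicate check, and no p–value across genes is given. The statistical section of the paper describes experiments in triplicate in general terms and does not say how this applies to the sequencing. The authors trimmed the paired–end reads of the directional libraries with Trimmomatic and aligned them to mouse sequence of build mm10 with HISAT2. They deposited FPKM, the number of fragments (read pairs) on a gene scaled for the length of the gene and the total of the library, for 49585 genes. The text of the paper does not name the tool that counted fragments per gene. The FPKM of a gene moved in whole steps, so fragment numbers could be recovered. With exon lengths from GENCODE release M21 or a solved length, 95.8% of the 21067 genes above 0 in at least 1 library came out at whole fragments in all 4 libraries. The totals recovered were 16745608 fragments for HM_Ctrl, 14363065 for HM_DFX, 15731521 for LM_Ctrl and 21883855 for LM_DFX. These fragments were used only for depth and for counting error, which does not include variation between cultures. Genes with an FPKM of at least 1 in at least 1 of the 4 libraries were called expressed, which left 12669 genes. The median expressed gene had 540 fragments in HM_Ctrl, 404 in HM_DFX, 490 in LM_Ctrl and 689 in LM_DFX. Fold changes were computed as log2 of the ratio of FPKM + 1 between a pair of libraries, a scale that understates the change of genes with a low FPKM. A gene was called higher or lower at a change of at least 2-fold on this scale. The paper instead called genes with edgeR at an FDR under 0.05 and any fold change, which needs read counts and a measure of the spread between replicates.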

We used RNA from 4T1–LM and 4T1–HM cells either treated or not treated with DFX. We selected DFX because of its stronger inhibitory effect on cancer cell proliferation compared with DFO. We selected genes that were highly expressed in 4T1–HM than in 4T1–LM (Figure 4A). This collection of highly expressed genes primarily can be responsible for metastatic phenotype of 4T1–HM. Consequently, 4T1–HM exhibits distinct growth and metabolic processes. 

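Of the 12669 expressed genes, 462 were at least 2-fold higher in HM_Ctrl than in LM_Ctrl, and 399 were at least 2-fold lower. Most genes differed little between the clones, with a median log2 fold change of 0.01 and quartiles of −0.25 and 0.29. The fold threshold moved these counts most, since at a 4-fold threshold 42 genes were higher and 55 were lower. The largest rises in HM_Ctrl among protein–coding genes with an FPKM of at least 10 in the higher library were in Gpnmb, Ntn1 and Tslp. Gpnmb (ENSMUSG00000029816, chromosome 6 from 49036546 to 49070929 of mm10) encodes a transmembrane glycoprotein. Its FPKM was 15.8 in HM_Ctrl and 0.107 in LM_Ctrl, from 1720 and 11 fragments, a log2 fold change of 3.92. Ntn1 (ENSMUSG00000020902, chromosome 11 from 68209364 to 68400823) encodes the guidance protein netrin and rested on 1289 fragments in HM_Ctrl and 7 in LM_Ctrl, with a log2 fold change of 3.63. For Tslp (ENSMUSG00000024379, chromosome 18 from 32815383 to 32819799), which encodes a cytokine, the FPKM was 165 in HM_Ctrl and 13.0 in LM_Ctrl, and the log2 fold change was 3.57. The largest falls were in Sfn, Mmp9 and Rgs16. Mmp9 (ENSMUSG00000017737, chromosome 2 from 164940780 to 164955850), which encodes a matrix metalloproteinase, had an FPKM of 1.64 in HM_Ctrl against 108 in LM_Ctrl, a log2 fold change of −5.37 based on 97 and 5999 fragments. Rgs16 (ENSMUSG00000026475, chromosome 1 from 153740349 to 153745468) had a log2 fold change of −5.19 with only 6 fragments in HM_Ctrl. The log2 fold change of Sfn (ENSMUSG00000047281, chromosome 4 from 133600556 to 133602168) was −5.44, and 26.8% of the 31-mers of this gene also occur in another gene, so counting could split its reads between them.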

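Lists of marker genes written from general knowledge were compared between the untreated clones. The median log2 fold change of each list was ranked among the medians of 10000 random lists of the same size and mean expression, which describes these libraries and is not a test across conditions. The 13 expressed mesenchymal markers had a median of −0.20 in HM_Ctrl against LM_Ctrl, at the 7.14th percentile of random lists, with 9 markers lower and 4 higher. For the 20 expressed epithelial markers the median was −0.31, at the 0.11th percentile, with 13 lower and 7 higher. The stem–cell factor Klf4 (ENSMUSG00000003032, chromosome 4 from 55527143 to 55532466), which the paper measures elsewhere, had an FPKM of 20.6 in HM_Ctrl and 6.36 in LM_Ctrl, a log2 fold change of 1.56.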

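Differences in growth and metabolic genes between the untreated clones were read from the same kind of lists. Proliferation genes were lower in HM_Ctrl, with a median log2 fold change of −0.35 over 40 genes, below every one of the 10000 random lists, although only 1 of these genes was past 2-fold. Nuclear genes for respiratory chain subunits had a median of −0.16 (52 genes, 5.16th percentile), and the 13 protein–coding genes of the mitochondrial genome a median of 0.32 (99.3rd percentile). Targets of the hypoxia–inducible factor HIF were higher in HM_Ctrl, with a median of 0.82 over 24 genes, and 10 of them were at least 2-fold higher. Lysosomal genes had a median of 0.51 over 100 genes, with 18 at least 2-fold higher and 1 lower. The medians of both lists were above all 10000 random lists. Targets of the stress factor ATF4 had a median of 0.26 (25 genes, 99.9th percentile). Cholesterol synthesis genes (23 genes, median 0.00, 64.4th percentile) and targets of p53 (17 genes, median 0.07, 74.4th percentile) were inside the range of random lists. From its set of genes higher in 4T1–HM, the paper concludes that the clone has distinct growth and metabolic processes.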

In revealing the effect of iron chelators, downregulated genes in DFX–treated 4T1–HM cells were extracted (Figure 4B). This group of downregulated genes appeared crucial to DFX’s potential to selectively inhibit the proliferation of 4T1–HM. 

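After 48 h with DFX, 1568 of the expressed genes were at least 2-fold lower in HM_DFX than in HM_Ctrl, and 878 were at least 2-fold higher. DFX moved more genes than the clone did, with quartiles of −0.60 and 0.35 for the log2 fold change. The median over all expressed genes was −0.10. Scaling each library by its median ratio to the geometric mean of the 4 libraries centres such medians by construction, and gave a median of 0.00 with 1277 genes lower and 1128 higher. Scaling by the 75th percentile gave 1571 lower and 885 higher. At a 4-fold threshold, the alternative that moved the count most, 166 genes were lower. The largest falls under the rule used for the clones were in Tns4, Cdkn2c and Hoxa5. Tns4 (ENSMUSG00000017607, chromosome 11 from 99065678 to 99089306), which encodes a protein of focal adhesions, fell from an FPKM of 132 to 10.2, from 11422 and 759 fragments, a log2 fold change of −3.57. Cdkn2c (ENSMUSG00000028551, chromosome 4 from 109660876 to 109667189), a cyclin–dependent kinase inhibitor, had a log2 fold change of −3.55. For Hoxa5 (ENSMUSG00000038253, chromosome 6 from 52201754 to 52204587) the value was −3.52, with 92 fragments left in HM_DFX. The largest rises were in Ccl4 (ENSMUSG00000018930, chromosome 11 from 83662584 to 83664683, log2 fold change 5.29), Krt16 (ENSMUSG00000053797, chromosome 11 from 100246091 to 100248902, 4.77) and Ccl5 (ENSMUSG00000035042, chromosome 11 from 83525778 to 83530518, 4.58). Of the 31-mers of Krt16, 51.9% also occur in another gene. As a check that the chelator acted, HIF targets, which rise when iron–dependent prolyl hydroxylases lose activity, were read in HM_DFX against HM_Ctrl. Ndrg1 rose by 1.70, Bnip3 by 0.99, Vegfa by 0.97 and Slc2a1 by 0.95 on the log2 scale, while Car9 had a value of −0.32 and Egln3 of −1.36. Bnip3 shares 57.0% of its 31-mers with another gene.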

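Proliferation genes were read under DFX in both clones. In HM_DFX their median log2 fold change was −0.97, and 19 of the 40 genes were at least 2-fold lower than in HM_Ctrl. In LM_DFX against LM_Ctrl the median was −0.85, and 14 of the 40 were at least 2-fold lower. Both medians were below all 10000 random lists. Targets of p53 had a median of 0.54 in HM (99.9th percentile) and of −0.04 in LM (48.5th percentile). Whether these responses differ between the clones was not tested, since each rests on 1 library per condition. Over all expressed genes, LM_DFX had 1105 genes at least 2-fold lower and 898 at least 2-fold higher than LM_Ctrl. From the downregulated genes of DFX–treated 4T1–HM cells, the paper proposes that this group is crucial for the selective inhibition of proliferation.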

The intersection of the two gene sets was determined (Figure 4C). This newly identified overlapping gene set explains why DFX inhibits 4T1–HM more than 4T1–LM. 

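The intersection of the 462 genes higher in HM_Ctrl than in LM_Ctrl with the 1568 genes lower in HM_DFX than in HM_Ctrl held 143 genes. Independent lists of these sizes would share 57.2 genes, so the ratio was 2.50. The intersection was 31.0% of the first list and 9.12% of the second. Both lists use the HM_Ctrl library, so a high value there by chance places a gene in both. In 100 simulations of unchanged groups against that library, the mean intersection was 8.34 genes with counting error alone and 14.3 genes with a coefficient of variation of 0.2 between cultures. With the observed fold changes made independent of each other, the corresponding means were 71.3 genes and 143 genes (range 114 to 171), where independent lists would share 50.3 and 89.1, with mean ratios of 1.42 and 1.61. For unchanged groups at a coefficient of variation of 0.4 the mean was 265 genes, and the variation between cultures cannot be measured from 1 library per condition. The simulations used the 12564 expressed genes with whole fragments, of which 140 were in the observed intersection, a ratio of 2.49. Of the 143 genes, 87 were protein–coding (60.8%, against 85.0% of expressed genes), and the median gene had 167 fragments in its highest library. At a 1.5-fold threshold the intersection held 447 genes, where independent lists would share 346, and at 4-fold it held 8 genes, where they would share 0.550.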

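The same 143 genes were read in 4T1–LM cells, the clone that enters the first list of the intersection but not the second. Their median FPKM was 4.12 in HM_Ctrl and 0.842 in HM_DFX, and 0.681 in LM_Ctrl and 0.675 in LM_DFX. The median log2 fold change under DFX was −1.39 in HM and 0.00 in LM. In LM_DFX 70 of these genes were lower than in LM_Ctrl, 41 were higher, and 16 were lower by at least 2-fold. Many of these genes had little room to fall in LM, because they were chosen for being higher in HM. An FPKM of at least 2 in LM_Ctrl was reached by 46 of them, of which 13 fell by at least 2-fold in LM_DFX. The paper reasons from the intersection that DFX inhibits 4T1–HM more than 4T1–LM because it lowers genes that are highly expressed in 4T1–HM.

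**Figure D1:**
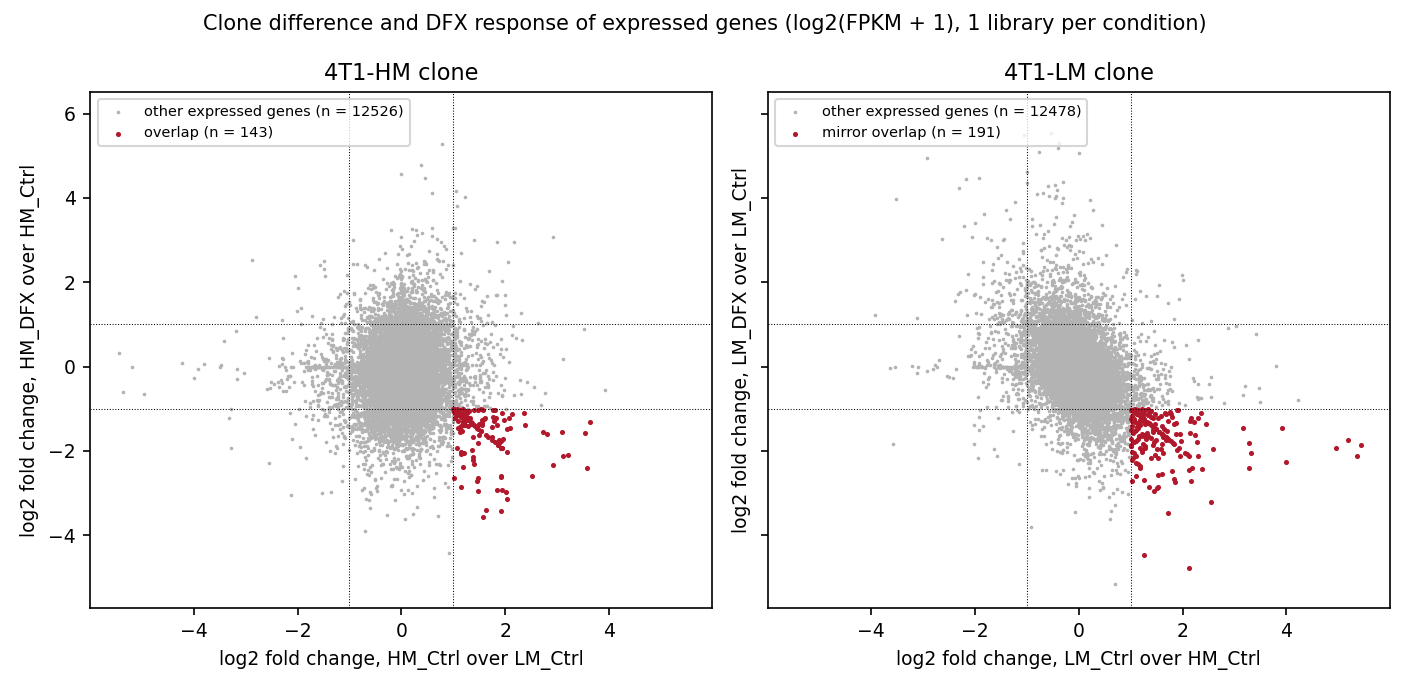
Each point is 1 of the 12669 expressed genes, with HM cells on the left and LM cells on the right. The x axis is the log2 fold change of HM_Ctrl against LM_Ctrl on the left and of LM_Ctrl against HM_Ctrl on the right. The y axis is the log2 fold change under DFX in the clone of the panel. Red points on the left are the 143 genes of the intersection, red points on the right are the 191 genes that were higher in LM_Ctrl and fell in LM_DFX, and dotted lines mark a 2-fold change.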

DFX can selectively inhibit essential genes that are selectively overexpressed in 4T1–HM, which are the key growth and metastasis. 

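The selectivity of the DFX response was also read over all expressed genes. The log2 fold changes under DFX in HM and in LM, which share no library, had a Pearson correlation of 0.72 across genes, and 75.9% of genes had the same sign in both clones. Genes are not independent replicates, so this correlation is descriptive. Of the genes at least 2-fold lower in HM_DFX, 674 were also at least 2-fold lower in LM_DFX, where independent lists would share 137. The intersection with the clones exchanged, genes higher in LM_Ctrl than in HM_Ctrl and lower in LM_DFX than in LM_Ctrl, held 191 genes against 34.8 for independent lists, a ratio of 5.49. In 100 simulations of unchanged groups against the LM_Ctrl library this count was 6.70 on average with counting error alone and 260 at a coefficient of variation of 0.4. These simulations used the expressed genes with whole fragments, of which 187 were in the observed exchanged intersection. The 151 genes that were higher in HM_Ctrl than in LM_Ctrl and at least 2-fold higher in LM_DFX than in LM_Ctrl were also more than the 32.7 of independent lists, although these lists share the LM_Ctrl library. The difference in DFX response between the clones reached 2-fold for 1128 genes, with a lower value in HM for 682 and a higher value for 446.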

To discover the biological mechanism hidden within the newly merged gene set, we used KEGG enrichment (Figure 4D). 

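Lists of pathway genes written from general knowledge stood in for the KEGG terms, whose gene tables were not used here. Fig. 4D names extracellular matrix–receptor interaction, axon guidance, lysosome, focal adhesion and PI3K–AKT signaling. The PI3K–AKT list held 200 expressed genes in 4 parts, and 6 of them were among the 143 genes of the intersection. Random lists of the same size and mean expression held 1.53 on average, which puts the 6 at the 99.8th percentile. The extracellular matrix and integrin part gave 4 of the 6, where random lists gave 0.34, the core cascade and the growth factor part gave 1 each, and the downstream part gave 0. Without the extracellular matrix and integrin part, 2 genes were left. The largest falls of these genes in HM_DFX were in Itga1, Itga8, Csf3, Col2a1 and Col4a5. Itga1 (ENSMUSG00000042284, chromosome 13 from 114958079 to 115101964), an integrin subunit, had an FPKM of 3.20 in HM_Ctrl, 0.326 in HM_DFX and 0.616 in LM_Ctrl. Itga8 (ENSMUSG00000026768, chromosome 2 from 12106632 to 12301922), another integrin subunit, fell from 8.32 in HM_Ctrl to 2.15 in HM_DFX and stood at 0.0863 in LM_Ctrl, from 10 fragments. The cytokine gene Csf3 (ENSMUSG00000038067, chromosome 11 from 98701263 to 98703629) had 1437 fragments in HM_Ctrl, 475 in HM_DFX and 570 in LM_Ctrl. The collagen gene Col4a5 (ENSMUSG00000031274, chromosome X from 141475385 to 141689234) had a log2 fold change of 1.08 between the clones and of −1.14 under DFX in HM. Col2a1 (ENSMUSG00000022483, chromosome 15 from 97975602 to 98004695), also a collagen gene, reached an FPKM of 1.79 in HM_Ctrl from 180 fragments, with 10 in HM_DFX and 9 in LM_Ctrl. The last of the 6, named after its values were seen, was Ddit4 (ENSMUSG00000020108, chromosome 10 from 59949675 to 59951770), an inhibitor of mTOR signaling that is also a HIF target. Its log2 fold change was 1.07 between the clones and −1.01 under DFX in HM, and it left the intersection under median–ratio scaling. Axon guidance and lysosome lists had 1 gene each in the intersection, against 1.06 and 0.51 in random lists, and focal adhesion genes without matrix and integrin genes also had 1, against 0.35. These were Ntn1, Ctsl and Cav1, the last 2 named after their values were seen.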

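The PI3K–AKT list was also read as a whole, over its 200 expressed genes. In HM_Ctrl against LM_Ctrl its median log2 fold change was 0.04, at the 94.2nd percentile of random lists, with 116 genes above 0 and 84 below. In HM_DFX against HM_Ctrl the median was −0.22, at the 0.91st percentile, with 34 genes at least 2-fold lower and 12 at least 2-fold higher. Median–ratio scaling, which removes the shift of all genes in this comparison, gave −0.08. In LM_DFX against LM_Ctrl the median was −0.09 (11.0th percentile), with 18 genes at least 2-fold lower and 18 higher. The parts of the list differed. The 31 extracellular matrix and integrin genes had a median of −0.08 between the clones (23.2nd percentile) and of −0.81 under DFX in HM, below all 10000 random lists, and of −0.17 in LM (16.3rd percentile). The 45 genes of the core cascade had a median of 0.10 between the clones (92.6th percentile), of −0.06 under DFX in HM (51.4th percentile) and of −0.16 in LM (11.9th percentile). For the 56 growth factor, cytokine and receptor genes the medians were 0.06, −0.24 and −0.08, and for the 68 downstream genes 0.02, 0.02 and −0.02, in the same order of comparisons. The percentiles of these last parts lay between 16.2 and 78.8.

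**Figure D2:**
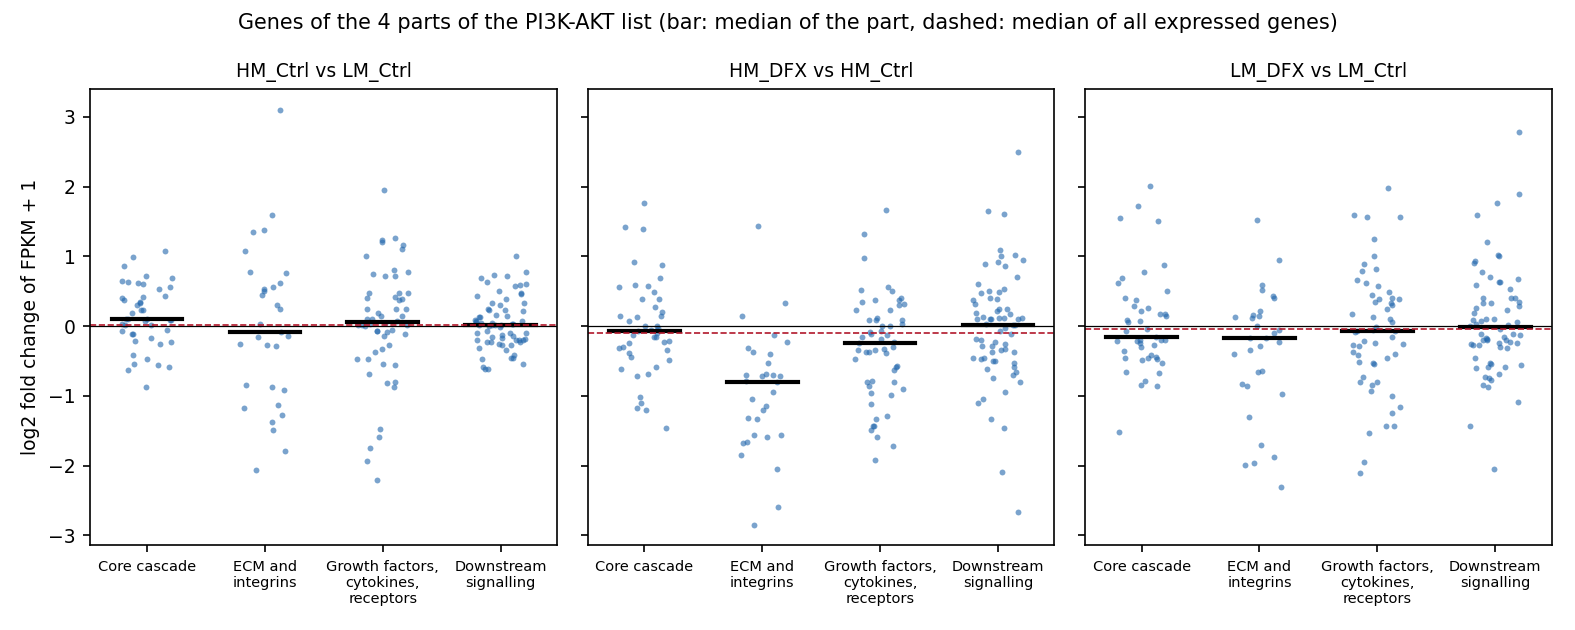
Log2 fold changes (y axis) of the expressed genes in the 4 parts of the PI3K–AKT list (x axis), with 1 panel for each comparison. Each dot is a gene, each bar is the median of the part, and the dashed line is the median of all expressed genes, and the bar of the extracellular matrix and integrin part lies at −0.81 under DFX in HM.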

We found that the PI3K–AKT pathway was significantly upregulated in 4T1–HM cells, then significantly suppressed by DFX. Therefore, we hypothesized that DFX could inhibit metastatic TNBC cells via the PI3K–AKT pathway and performed subsequent step verification.

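Transcripts of kinases of the pathway were read gene by gene. Akt1 (ENSMUSG00000001729, chromosome 12 from 112653821 to 112674884) had an FPKM of 123 in HM_Ctrl, 44 in HM_DFX, 189 in LM_Ctrl and 65.6 in LM_DFX. Its log2 fold change was −0.62 between the untreated clones, −1.46 under DFX in HM and −1.51 under DFX in LM. The 95% exact (Clopper–Pearson) binomial intervals of the fragment ratios were −0.67 to −0.59, −1.54 to −1.41 and −1.57 to −1.48. Akt2 (ENSMUSG00000004056, chromosome 7 from 27591552 to 27640826) had log2 fold changes of 0.09, −0.16 and −0.20 in the same order. Mtor (ENSMUSG00000028991, chromosome 4 from 148448611 to 148557683) had values of 0.10, −0.02 and −0.25. The values of Rps6kb1 (ENSMUSG00000020516, chromosome 11 from 86498871 to 86544805), which encodes the S6 kinase, were 0.07, −0.06 and −0.45. Under median–ratio scaling the small DFX values of Mtor and Rps6kb1 in HM changed sign, to 0.10 and 0.07. These are transcript levels and carry no information on phosphorylation. From the KEGG terms of the intersection, the paper proposes that DFX acts on metastatic TNBC cells via the PI3K–AKT pathway and turns to protein levels.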

### 3.5. Upregulated AKT–mTOR Pathway in Metastatic Phenotype Was Strongly Inhibited by DFX

Based on the RNA sequencing result, we examined the effect of DFX on the PI3K–AKT–mTOR pathway in 4T1–HM, 4T1–LM, and parental 4T1 cells. The level of p–AKT was higher in 4T1.HM than 4T1.LM without treatment (Supplemental Figure S5, see full western blot images and histogram in Supplementary Materials). DFX markedly suppressed the level of p–AKT, p–mTOR, and downstream p70S6k in 4T1–HM compared with 4T1–LM and parental 4T1 cells (Figure 5A–C, see full western blot images and histogram in Supplementary Materials). To explore the effect of DFX in human TNBC cell lines, MDA–MB–231 (mesenchymal–like mimicking 4T1–HM), and HCC–1937 cells (basal–like mimicking 4T1–LM) were used. The proliferation of MDA–MB–231 was more suppressed by DFX than HCC–1937 (Figure 5D). Phosphorylation of AKT, mTOR, and downstream molecule p70S6k were significantly suppressed by DFX in MDA–MB–231 compared with HCC–1937 (Figure 5E,F, see full western blot images and histogram in Supplementary Materials). Thus, both murine and human TNBC cells with metastatic phenotype of TNBC cells were selectively inhibited by DFX. Moreover, we compared the effects of DFX with those of an established mTOR inhibitor for human, namely, Sirolimus [22]. Similar to previous reports, Sirolimus did not significantly inhibit proliferation and activation of the AKT–mTOR pathway in MDA–MB–231 and HCC–1937 cells (Figure 5G,H, see full western blot images and histogram in Supplementary Materials). These results indicated that DFX is a better inhibitor of mTOR in human TNBC cells than rapamycin. 

### 3.6. Iron Chelators Induce Apoptosis and Inhibit Stemness in 4T1 Cells

To examine the ability of iron chelators to inhibit stemness, the levels of Cleaved PARP apoptosis marker, and c–Myc and Klf–4 stemness markers were examined in 4T1–HM, 4T1–LM, and parental 4T1 cells (Figure 6A, see full western blot images in Supplementary Materials). The level of Cleaved PARP was increased by DFX and DFO in all cell lines (Figure 6B). c–Myc and Klf–4 levels were strongly suppressed in 4T1–HM cells compared with 4T1–LM cells (Figure 6C). Sphere–formation assay was performed to confirm the inhibition of stemness by iron chelators. DFX and DFO markedly suppressed sphere–formation in 4T1–HM compared with 4T1–LM cells (Figure 6D,E). The effect of DFX was stronger than that of DFO because 20 µM of DFX showed a stronger effect than 50 µM of DFO. These results indicated that iron chelators suppressed TNBC cell proliferation by increasing apoptosis and inhibition of stemness. The effect was more significant in 4T1–HM cells than in 4T1–LM cells probably due to the intolerance of 4T1–HM to iron metabolic change.

### 3.7. DFX Inhibited TNBC Tumor Growth in Orthotopic and Lung Metastatic Models

An orthotopic model was used to verify the effects of DFX in vivo. DFX significantly suppressed the 4T1–HM tumor growth compared to 4T1–LM (Average reduction rate: HM vs. LM: 32% vs. 20%) (Figure 7A,B). Lung metastasis was also significantly suppressed by DFX in 4T1–HM compared with 4T1–LM (Figure 7C). The body weight of treated mice was not significantly differentiated (Supplemental Figure S6A). 

To evaluate clinical relevance, 4T1 tumors were surgically resected at 2 weeks, then DFX was administered orally for 3 weeks, and the level of lung metastasis was evaluated (Figure 7D). This model could simulate the clinical practice of TNBC treatment No significant difference in tumor weight and body weight were observed before surgery (Supplemental Figure S6B). The number and weight of tumors in the lung were significantly reduced in the DFX–treated group compared to the saline control group (Figure 7E–G). In addition, no significant difference in body weight and no symptomatic adverse effects were observed during the 3 week treatment period, (Supplemental Figure S6C). Based on the results of our in vivo studies, DFX had a therapeutic potential for primary TNBC tumor and preventing effect for lung metastasis.

## 4. Discussion

TNBC is the general term for breast cancers devoid of ER, PR, and HER2 (ERBB2) expression; however, it is characterized by substantial inter–patient heterogeneity. Evidently, an overall examination of this category of breast cancer is insufficient and unconvincing. Therefore, it is necessary to classify and identify treatment options for each subgroup are necessary. Lehmann and colleagues identified six new TNBC subtypes based on gene expression profiles: two basal–like subgroups (basal–like 1 [BL1] and basal–like 2 [BL2]), two mesenchymal subgroups (mesenchymal [M] and mesenchymal stem–like [MSL] subgroups), one immunomodulatory subgroup, and one luminal androgen receptor group [23]. A previous study classified a large number of currently stable cell lines, including MDA–MB–231 as MSL subtype and HCC–1937 as BL1 subtype [23]. Our study also examined the classification and revealed that metastatic TNBC with an activated PI3K pathway has limited iron metabolism by using murine and human TNBC cell lines. Consequently, DFX, an oral iron chelator, was more effective on MSL subtype than on BL1 subtype.

Twenty–five percent of primary TNBCs exhibit mutations or alterations in the PI3K pathway. Evidence showed that abnormal activation of the PI3K pathway facilitates the development of stem cell–like properties and promotes invasive properties and epithelial–to–mesenchymal transition, which is strongly associated with increased invasiveness and metastasis, and resistance to targeted therapy [24]. Patients with high expression of the PI3K/AKT pathway have a poor prognosis, and they will experience earlier metastasis [25]. We found that the PI3K/AKT pathway was responsible for essential growth and metabolism functions of the metastatic phenotype of TNBC, which could be effectively inhibited by DFX. To our knowledge, this study is the first to demonstrate that iron chelators could inhibit highly metastatic cell subsets within TNBC tumors by inhibiting the PI3K/AKT pathway due to limitation of iron metabolism in the subsets. At present, the antitumor effect of inhibitors targeting the PI3K/AKT pathway has been intensively studied, and some of these inhibitors are already undergoing clinical trials and are anticipated to exert anti–TNBC effects in therapy [26]. Our study examined the effect of iron chelators on two human TNBC cell lines, and the results demonstrated that iron chelators inhibited the proliferation and PI3K pathway more intensely in MDA–MB–231 than in HCC–1937. Lehmann and colleagues discovered that the IC_50_ of a PI3K/mTOR inhibitor, NVP–BEZ235, for MDA–MB–231 was lower than that for HCC–1937, and that breast cancers of M and MSL subtypes were more sensitive to PI3K/mTOR inhibitor treatment [23]. MDA–MB–231 was isolated from pleural effusions [27], while HCC–1937 was isolated from a primary breast cancer lesion [28]. Thus, MDA–MB–231 and HCC–1937 were used as MSL and BL1 subtypes, respectively. In addition, other studies have confirmed that MDA–MB–231 is more invasive than HCC–1937 [29]. We assume that MDA–MB–231 has a higher metastatic potential than HCC–1937, and that inter– and intra–tumoral heterogeneity is associated with each other to some extent. The clinical use of the PI3k/mTOR inhibitor NVP–BEZ235 has not been proven, and Rapamycin and its derivatives, which are clinically available, could not provide sufficient effect on human TNBC cell lines in this study. DFX is clinically available and could provide a stronger effect compared to Sirolimus. In the current treatment of human breast cancer, the primary tumor will be resected at an early stage according to the relevant treatment guidelines [11]. In our experiment, the use of DFX for the in vivo 4T1 lung metastatic model with surgical resection of primary tumor is acceptable according to the guidelines.

Research on a relationship between iron and the occurrence and progression of tumors was first proposed in 1959 [30]. Iron is closely associated with the occurrence, progression, and dissemination of malignant tumors. Iron participates in Fenton chemistry; the production of reactive oxygen species and subsequent DNA damage are believed to be the primary mechanisms underlying iron’s carcinogenicity [31]. Excess iron promotes tumor development. On contrary, iron depletion caused by dietary restriction or iron chelators inhibits tumor growth [32,33]. By manipulating the proteins of iron metabolism, tumor growth can also be regulated. Thus, decreasing cellular iron import by inhibiting transferrin and increasing cellular iron export by overexpressing ferroportin (Fpn) inhibit tumor growth [34,35,36,37]. Low expression of Fpn in patients with breast cancer is associated with poor prognosis, whereas high expression of Fpn combined with high levels of Hepcidin can reduce distant metastasis–free survival [38]. Moreover, the 16–gene gene set, known as the iron–regulatory gene signature, is a good predictor of metastasis–free survival in patients [39]. In preclinical studies, the use of iron chelator as therapeutic agents and several iron chelators, differing in structure and pharmacology, has demonstrated antitumor activity through iron depletion [3].

Although we initially discovered that iron chelators can target highly metastatic TNBC cells, the iron metabolism in human is not exactly the same as that in mouse. The type of cancer cell heterogeneity is different among patients and even within each tumor. Our experiment could not cover all types of heterogeneity. In addition, there is no clinical safety data for the use of DFX in patients with TNBC. Therefore, further studies are needed to evaluate the effects of DFX on TNBC.

## 5. Conclusions

During TNBC development, a small subpopulation of cancer cells requires an ability to metastasize to distant organs, such as the lungs. In these cells, the PI3K/Akt/mTOR pathway is activated, resulting in increased cell mobility and stemness; however, these cells limited iron metabolism and became more sensitive for iron chelators. Several inhibitors targeting mTOR, including so–called Rapalogs, have been developed but they may not be effective for TNBC cells as presented here. In contrast, iron chelators effectively inhibited mTOR in metastatic TNBC cells and reduced both the size of the primary tumor and lung metastases in a mouse TNBC model. It would be of great interest to evaluate whether iron chelators can be a useful modality to treat patients with TNBC.

## Figures and Tables

**Figure 1:**
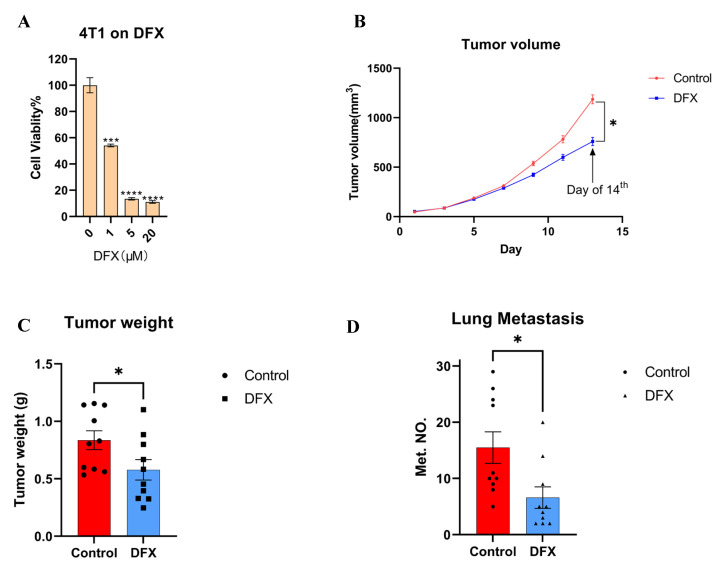
DFX inhibits the growth of 4T1 primary and lung metastatic tumor. (**A**) Murine TNBC cells 4T1 were treated for 48 h with iron chelator DFX with different concentrations (*n* = 6). Cell viability was determined via Cell Proliferation Kit II (XTT). Cell viability in the absence of treatment was set at 100%. Treatment groups were compared with Control group, respectively. The Student’s *t* test with Welch’s correction was utilized to compare two groups, *** *p* < 0.001, **** *p* < 0.0001 and Data shown as the mean ± S. E. M. (**B**) 4T1 cells (1 × 10^5^) were injected in left mammary gland of BALB/c female mice (6–8 weeks old). After 7 days, mice were randomly divided into two groups (*n* = 10), and treatment was initiated as indicated. DFX and Ctrl treated groups were treated with 160 mg/kg DFX or equivalent volume of saline via oral gavage. DFX effectively inhibited the growth of 4T1. At the day of 14th, the tumor volumes were abstracted, and the Student’s *t* test was utilized to compare two groups, * *p* < 0.05 (**C**) Tumor weight was measured in the end of study. DFX effectively decreased tumor weight. The Student’s *t* test was utilized to compare two groups, * *p* < 0.05 (**D**) Lung tissue were collected, and metastatic tumor numbers were counted under stereomicroscope. DFX effectively decreased the number of 4T1 lung metastasis. The Student’s *t* test was utilized to compare two groups, * *p* < 0.05.

**Figure 3:**
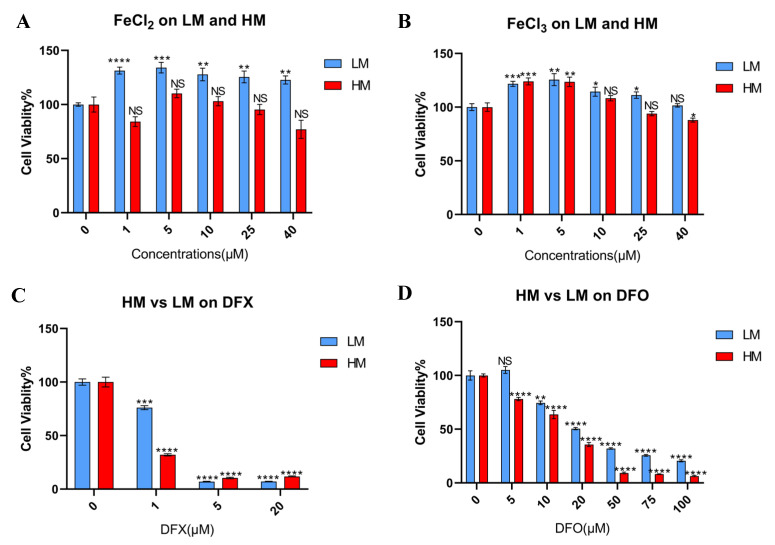
The tolerance of iron metabolic change differs between metastatic and primary sites in 4T1 cells. (**A**,**B**) Murine TNBC cells, 4T1–HM, and 4T1–LM cells were treated for 48 h with iron additional condition by FeCl_2_ and FeCl_3_ (*n* = 6). (**C**,**D**) 4T1–HM and 4T1–LM were treated for 48 h with iron chelators. DFX and DFO were used (*n* = 6). Cell viability was determined via Cell Proliferation Kit II (XTT). Cell viability in the absence of treatment was set at 100%. Treatment groups were compared with Control group, respectively. The Student’s *t* test with Welch’s correction was utilized to compare two groups, NS represented not significant, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, and **** *p* < 0.0001, and Data shown as the mean ± S. E. M.

**Figure 4:**
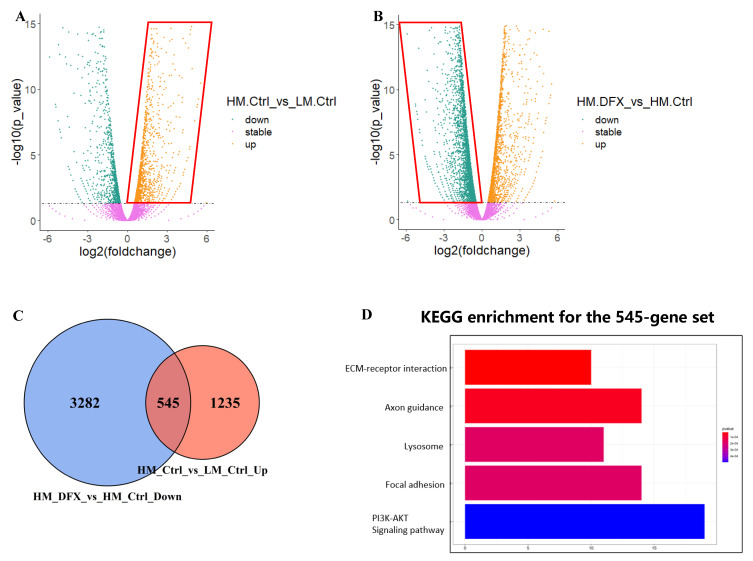
Bulk RNA–seq data analysis shows that DFX more notably inhibits 4T1–HM than 4T1–LM by specifically inhibiting Pi3k–Akt pathway. (**A**,**B**) 4T1–HM and 4T1–LM cells were treated for 48 h with DFX (50 μmol/L) or with equivalent DMSO alone, nominated as HM_Ctrl, LM_Ctrl, HM_DFX, and LM_DFX. Four groups of samples were performed with bulk RNA–seq assay. The different expression gene sets were presented with volcano plots including the different gene expression of HM_Ctrl vs. LM_Ctrl and HM–DFX vs. HM_Ctrl. (**C**) The upregulated gene set in (**A**), and the downregulated gene set in (**B**) were merged with as presented on Venn graph. (**D**) KEGG enrichment was performed with the merged gene set, which showed that Pi3k–Akt pathway might be a potential mechanism underlined DFX more predominant inhibitory effects on 4T1–HM cell. Different expression genes were thought as significant change with a parameter of FDR < 0.05, and logFC > 0 as upregulated otherwise down regulated genes.

**Figure 5:**
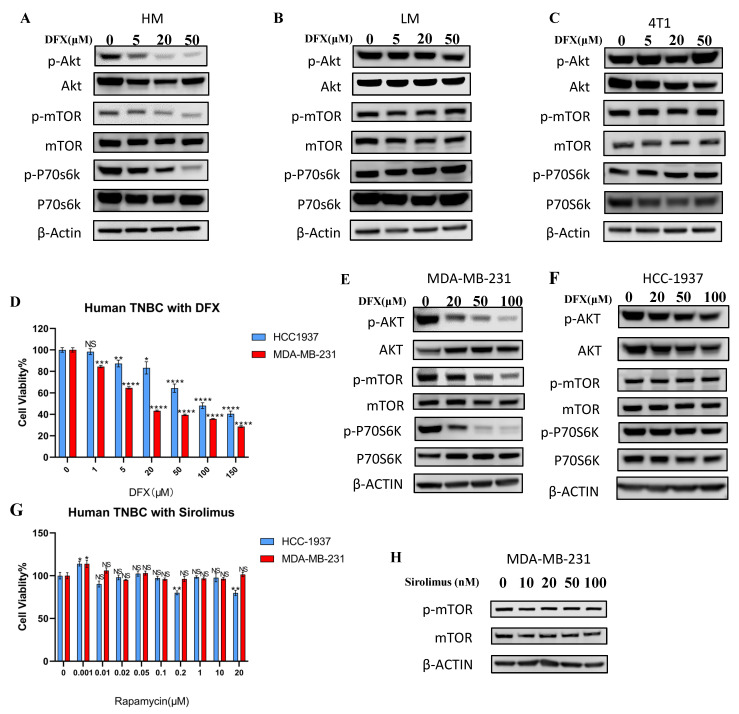
DFX inhibits the AKT/mTOR signaling pathway. (**A**–**C**) 4T1–HM, 4T1–LM, and 4T1 parent cells were treated for 48 h with DFX or with equivalent DMSO alone, followed by the collection of whole cell lysis buffer. The protein expression level was detected by western blot. β–actin was used as an internal control. (**D**) Human TNBC cells, MDA–MB–231, and HCC–1937, were similarly treated for 48 h with DFX (*n* = 6). Cell viability was determined via Cell Proliferation Kit II (XTT). Treatment groups were compared with Control group, respectively. The Student’s *t* test with Welch’s correction was utilized to compare two groups, ** *p* < 0.01, *** *p* < 0.001, and **** *p* < 0.0001, and Data shown as the mean ± S. E. M. (**E**,**F**) MDA–MB–231 and HCC–1937 were treated for 48 h with DFX or with equivalent DMSO alone, followed by the collection of whole cell lysis buffer. The protein expression levels were detected by western blot. (**G**) Human TNBC MDA–MB–231 and HCC–1937 were treated for 48 h with sirolimus in different concentration or with equivalent saline or DMSO alone (*n* = 6). Cell viability was determined via Cell Proliferation Kit II (XTT). Treatment groups were compared with Control group, respectively. The Student’s *t* test with Welch’s correction was utilized to compare two groups, NS represented not significant, * *p* < 0.05 and ** *p* < 0.01, and Data shown as the mean ± S. E. M. (**H**) Human TNBC MDA–MB–231 were treated for 48 h with varying concentrations of sirolimus, followed by the collection of whole cell lysis buffer after 48 h. The protein expression levels of p–mTOR and mTOR were detected by western blot. β–actin was used as an internal control.

**Figure 6:**
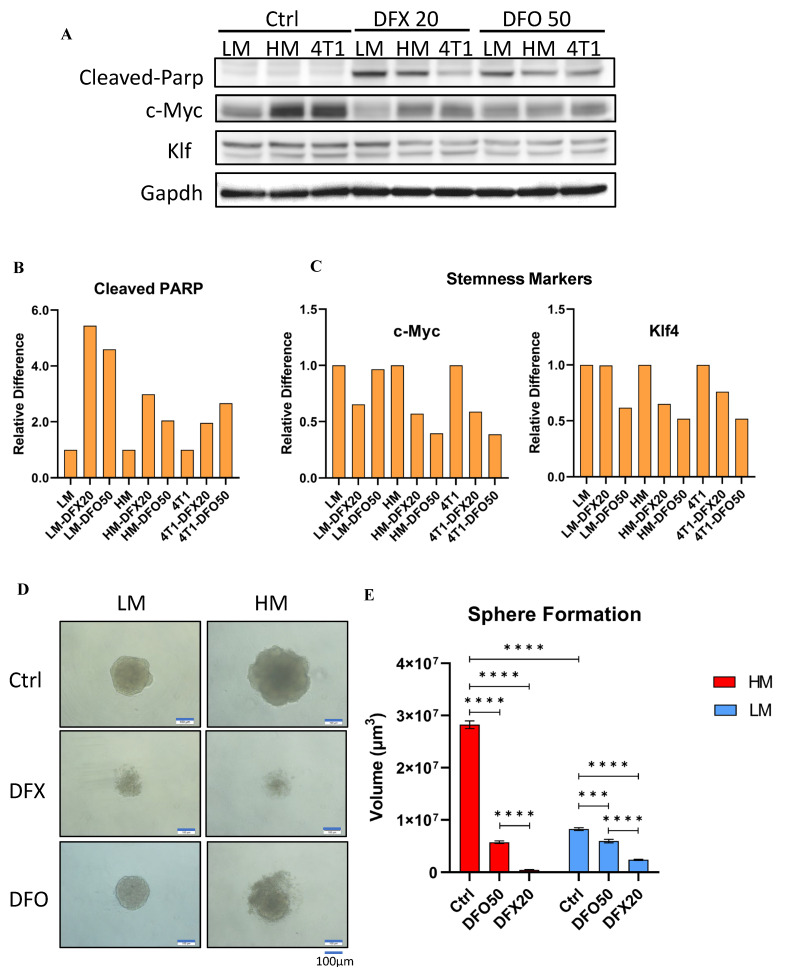
Iron chelators induce apoptosis and inhibit stemness of the 4T1 and its single clones. (**A**) 4T1–HM, 4T1–LM, and 4T1 parent cells were treated for 48 h with indicated reagents (DFX: 20 μmol/L or DFO: 50 μmol/L), or with equivalent DMSO alone. The protein expression levels of Cleaved–Parp, KLF–4, and C–Myc were detected by western blot. (**B**,**C**) The relative expression of each target protein was calculated. Each result was performed with three independent experiments. (**D**) Functional stemness ability was evaluated by sphere formation assay. Sphere formation of 4T1–HM cells was significantly inhibited by iron chelators (DFX: 20 μmol/L or DFO: 50 μmol/L, *n* = 6, scale bar: 100 μm). (**E**) Sphere formed volume was calculated by Image J software. Iron chelators significantly decreased the sphere formed volume. The volume (μm^3^) of each spheroid was calculated using the following formula: V = πR^3^4/3. The Student’s *t* test with Welch’s correction was utilized to compare two groups, *** *p* < 0.001 and **** *p* < 0.0001.

**Figure 7:**
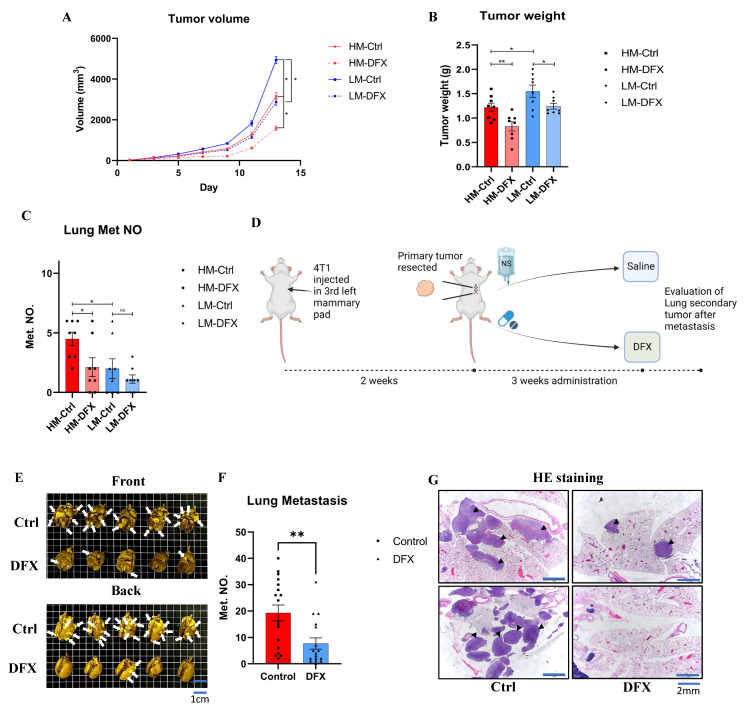
DFX inhibits the growth of 4T1–LM, 4T1–HM, and 4T1 primary and lung metastatic tumor in vivo. (**A**) 4T1–LM (1 × 10^5^) and 4T1–HM cells (1 × 10^5^) were injected in left mammary gland of BALB/c female mice (6–8 weeks old). After 7 days, each group of mice were randomly divided into two groups (*n* = 8), and treatment was initiated as indicated. DFX and Ctrl treated groups were treated with 160 mg/kg DFX or equivalent volume of saline via oral gavage. Tumor volume was measured. The Student’s *t* test was utilized to compare two groups, * *p* < 0.05 and Data shown as the mean ± S. E. M. (**B**) Tumor weight was measured in the end of study. DFX effectively decreased tumor weight. Tumor volume was measured. The Student’s *t* test was utilized to compare two groups, * *p* < 0.05 and ** *p* < 0.01, and Data shown as the mean ± S. E. M. (**C**) Lung tissue were collected, and metastatic tumor numbers were counted under stereomicroscope. Tumor volume was measured. The Student’s *t* test was utilized to compare two groups, * *p* < 0.05. and Data shown as the mean ± S. E. M. (**D**) Diagram shows the experimental model mimicking treatment for lung metastasis after surgical resection of primary tumor. 4T1 cells (1 × 10^5^) were injected in left mammary gland of BALB/c female mice (6–8 weeks old). After 2 weeks, primary tumors were resected and randomly divided into two groups (DFX: *n* = 18; Saline Ctrl: *n* = 17). DFX and Ctrl treated groups were treated with 160 mg/kg DFX or equivalent volume of saline via oral gavage for 3 weeks. (**E**) Lung tissues were collected after sacrifice. DFX decreased the number and size of lung metastasis. White arrow heads indicate lung metastases that are evident (but not every single one). (**F**) Metastatic tumor number were counted under stereomicroscope. DFX decreased the number of 4T1 lung metastasis. Tumor volume was measured. The Student’s *t* test was utilized to compare two groups, ** *p* < 0.01, and Data shown as the mean ± S. E. M. (**G**) Metastasis tumors were performed H and E staining. DFX decreased the number and volume of tumor. Black arrow heads indicate lung metastases that are evident (but not every single one).

## Data Availability

RNA–seq for 4T1 single clones has been uploaded in GEO database as the accession number: GSE218133.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cancers15020468/s1, Figure S1: Iron chelators DFO and SP10 inhibit primary 4T1 cells. Figure S2: Body weight showed no statistically significant difference at the end of primary tumor study. Figure S3: GSE123837 dataset was retrieved, and general data were displayed in detail and grouped by tumor origin. Accordingly, the number of features, the number of counts, the percentage of mitochondrial genes, and the percentage of erythrocyte genes were listed. Figure S4: Morphology of 4T1–parent cell line and its single clones were displayed. 4T1–HM and 4T1–LM were treated with iron chelators for 48 h. SP10 was used. Cell viability was determined via Cell Proliferation Kit II (XTT). Figure S5: Whole–cell lysis buffer of 4T1–HM, 4T1–LM, and 4T1 parent cells was collected, and the protein expression level was detected by Western blot. β–actin was used as an internal control. Figure S6: Body weight of 4T1–HM and 4T1–LM tumor bearing mice was not statistically significant. Body weight and tumor weight were not statistically significant in surgical mimic model. Table S1: Antibodies applied in this study.

## Abbreviations

BL1	Basal–like 1
BL2	Basal–like 2
CSC	Cancer Stem Cell
DFX	Deferasirox
DFO	Deferoxamine
ER	Estrogen Receptor
Fpn	Ferroportin
M	Mesenchymal
MSL	Mesenchymal Stem–like
PDX	Patient–derived Xenograft
PI3K	Phosphoinositide-3-kinase-protein Kinase
PR	Progesterone Receptor
SP10	Super–polyphenol 10
TNBC	Triple–negative Breast Cancer
UMAP	Uniform Manifold Approximation and Projection

How the deposited data were processed for this re-analysis (not part of the article)

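RNA was measured in 4 cultures of murine 4T1 single–cell clones, 1 library each for 4T1–HM and 4T1–LM cells grown for 48 h with 50 μmol/L of DFX or with DMSO alone, named HM_DFX, HM_Ctrl, LM_DFX and LM_Ctrl as in the paper. The samples were assigned by their labels, which match the conditions of the methods section. All per–sample columns were used.

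The authors isolated total RNA, selected poly(A) RNA and made directional libraries. The methods section also mentions depletion of ribosomal RNA. Paired–end reads were checked with FastQC, trimmed with Trimmomatic and aligned to mm10 with HISAT2. From these alignments the authors computed and deposited FPKM for 49585 genes, with no filter on low values and no pooling. The tool that counted fragments per gene, its use of strand and the tool versions are not stated in the text of the paper. The paper then called genes with edgeR in the authors' hands, at an FDR under 0.05, and its text does not state how the spread between replicates was set for single libraries. Those settings were not repeated here, because 1 library per condition gives no estimate of the spread. The deposited FPKM are not counts, and the fragments recovered from them were used only for depth and counting error. Where the authors' counting ignored strand, genes that overlap on opposite strands share fragments.

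The gene coordinates of 45128 genes equal those of GENCODE release M21, on the same build. FPKM were turned back into fragments to learn the depth. With exon lengths of that release, the values of 96.8% of the 18236 genes above 0 with matching coordinates came out whole in all 4 libraries, within 0.02 of a whole number. Another 2422 genes were whole at a length solved from their own values. Of the expressed genes, 99.2% had whole fragments, and the recovered fragments summed to between 99.5% and 99.6% of each library's solved total. Binomial intervals are exact (Clopper–Pearson) at 95%, were computed on these fragments without a pseudocount, and cover counting error only, not variation between cultures. The share of fragments from the 10 most abundant genes was 4.99% in HM_Ctrl, 4.98% in HM_DFX, 5.10% in LM_Ctrl and 4.55% in LM_DFX.

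Fold changes were computed from the deposited FPKM as log2 of the ratio of FPKM + 1, so the pseudocount was 1. Genes with an FPKM of at least 1 in at least 1 library were kept (12669 genes), and a change of at least 2-fold was called. The pseudocount, the filter, the threshold, the comparisons, the lists and most alternatives were set before the data were examined. The alternatives were a pseudocount of 0.1, no filter, a mean FPKM of at least 1, median–ratio scaling, scaling to the 75th percentile, protein–coding genes only, thresholds of 1.5-fold and 4-fold, and parts of the PI3K–AKT list. Added after seeing the data were a list of genes with a phosphatidylinositol 3–kinase or protein kinase B signaling term in the annotation and an intersection at any fold change. A count test on the fragments with an assumed spread had been listed for a table of read counts and was not run.

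The comparisons were HM_Ctrl against LM_Ctrl, HM_DFX against HM_Ctrl, LM_DFX against LM_Ctrl and, for the clones under DFX, HM_DFX against LM_DFX. The intersection of the first with the second follows the paper. An intersection with the clones exchanged was added for comparison. Since each intersection uses the same control library in both lists, 100 simulations were drawn for each of 4 levels of variation between cultures, counting error alone and coefficients of variation of 0.1, 0.2 and 0.4, with unchanged groups and with independent fold changes. Correlations are across genes and descriptive.

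The 20 gene lists were written from general knowledge and are not the tables of KEGG, which were not used here. They are the 4 parts of the PI3K–AKT list, lysosome, axon guidance, focal adhesion, HIF targets, the iron uptake genes of Figure 2D, the iron metabolism genes of Figure 2G, ATF4 targets, proliferation genes, p53 targets, mesenchymal markers, epithelial markers, cholesterol synthesis, interferon–stimulated genes, mitochondrially encoded proteins, nuclear respiratory chain subunits and the genes the paper names. Each list median was ranked among 10000 random lists of the same size matched on mean expression in 20 bins.

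Named genes followed a rule: every gene the paper names, the 3 largest rises and falls among protein–coding genes with an FPKM of at least 10 in the higher library for the 2 comparisons of the paper, the 5 PI3K–AKT genes of the intersection with the largest fall, and 6 HIF targets. A result that this rule covers is not reported here. Shared sequence was measured as the percent of a gene's 31-mers that also occur in another gene of release M21, and a gene above 20% was treated as uncertain. The fold–change calling and list ranking were tested on simulated data for 12564 genes. The simulation had counting error alone, and its changed genes were drawn from genes above a minimum FPKM. Its error rates therefore do not cover variation between cultures or changed genes with a low FPKM. All 200 genes changed by 3-fold were called in the right direction, 59 of the 12364 unchanged genes were called (0.477%), and 5.00% of 300 random lists fell outside the 2.5th to 97.5th percentile. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.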

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

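The tests of counting error, of an effect on HM cells alone, of variation between cultures and of abundant genes were chosen only after the result was seen.

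The paper reports on 3 of the 4 libraries in its comparisons, and the response of 4T1–LM cells to DFX is a signal it does not analyse. LM_DFX had 1105 genes at least 2-fold lower and 898 at least 2-fold higher than LM_Ctrl. The intersection with the clones exchanged held 191 genes, against 34.8 for independent lists. Both intersections share a control library between their lists. For the paper's direction, unchanged groups with counting error alone gave at most 15 genes in 100 simulations, and independent fold changes at most 95, against 140 observed among the same genes, so counting error is not enough. With a coefficient of variation of 0.4 between cultures, unchanged groups gave 265 genes on average, and the 143 genes and noise of that size cannot be told apart, because 1 library per condition leaves the variation between cultures unknown. At that level all genes of unchanged libraries would spread with a robust SD of 0.67 on the log2 scale, against 0.40 observed between HM_Ctrl and LM_Ctrl, but genes with few fragments can vary more than the rest. A DFX response common to both clones cannot be told apart from one confined to HM for these genes. Of those with an FPKM of at least 2 in LM_Ctrl, 28.3% also fell by at least 2-fold in LM_DFX, against 49.4% of the other genes lowered in HM, but they were chosen for a high HM_Ctrl and a fall in HM, and noise in HM_Ctrl would also give a low share. An effect of DFX on HM cells alone is argued against over all expressed genes, since the responses of the clones, which share no library, had a Pearson correlation of 0.72, and 674 genes were at least 2-fold lower in both where independent lists would share 137. For the 143 genes themselves, with a median log2 fold change of 0.00 in LM, how far the fall is confined to HM stays open. The excess with the clones exchanged was 5.49 times the count of independent lists, and independent fold changes gave at most 2.27 times, but it shares a control library and so cannot settle this. A candidate explanation that stays open is that DFX lowers genes highly expressed in either clone.

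Lists outside those the paper discusses moved under DFX. Of 10 such lists, 6 moved the same way in both clones with medians beyond the 0.5th percentile at either end of random lists. Interferon–stimulated genes had a median log2 fold change of 2.18 in HM and 3.29 in LM, and all 30 genes rose in both clones. Among them, Isg15 rose from an FPKM of 24.6 to 217 in HM and from 16.1 to 284 in LM. Their median between the untreated clones was 0.41. HIF targets had medians of 0.43 in HM and 1.68 in LM, and ATF4 targets of 0.84 and 1.09. Proliferation genes had medians of −0.97 and −0.85, cholesterol synthesis genes of −1.56 and −1.07, and mitochondrially encoded protein genes of −0.71 and −0.97. The levels in the untreated libraries served as the control. Against random lists matched also on GC content and gene length, all 6 lists stayed beyond those percentiles in both clones, and so did all 6 after every library was drawn down to the depth of the smallest. Under both scalings all 6 kept their sign and most of their size. Abundant genes do not account for the shifts, since the share of fragments from the 10 most abundant genes differed by at most 0.545 percentage points between libraries. Immune cells in the DFX cultures are argued against, since 13.5% of 37 immune–cell markers reached an FPKM of 1 in a DFX library (Cd68, Cd14, Mrc1, Lck and Pax5, named after their values were seen), and 3 of the 37 did so in a DMSO library. The pan–leukocyte gene Ptprc stayed at or below 0.0139 and Tyrobp was listed at 0 in all libraries. Reads shared between near–identical genes are also argued against, since without the genes that share over 20% of their 31-mers the interferon list was at percentile 100 in both clones. A candidate explanation is a response of both clones to DFX, as a hypothesis found and tested on the same libraries. Differences between cultures that go with the treatment, such as cell density, stay open.

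Responses of opposite direction in the clones were found for 5 named genes and for 1 list, and the differences were not tested. The response in HM minus the response in LM was 0.31 for Ireb2, 0.66 for Ftl1, −1.79 for Gpnmb, −2.10 for Car9 and −2.60 for Egln3 on the log2 scale. A difference as large was seen for 52.8% of expressed genes in the case of Ireb2 and for 21.5% for Ftl1, which shares 64.1% of its 31-mers with another gene. The corresponding share was 1.29% for Gpnmb, 0.663% for Car9 and 0.284% for Egln3. The median difference over lysosomal genes was −0.57, with a median response of −0.28 in HM (0.72nd percentile of random lists) and of 0.38 in LM. All 6 items kept opposite signs under both scalings, which argues against the scaling as the cause. The HM median of the lysosomal genes stayed at the 1.04th percentile of random lists matched also on GC content and length, which argues against those properties. Variation between cultures cannot be told apart from a difference between clones, since the robust SD of the difference in response over expressed genes was 0.49 and no repeat cultures measure how much of it is noise. A difference between the clones in the lysosomal and HIF response to DFX is a hypothesis that may merit repeat cultures.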

How the results depend on the processing

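Under median–ratio or 75th–percentile scaling, all counts of genes past 2-fold in the 3 comparisons and both intersections stayed within 1.5 times of their main values. With no filter on low values these counts were unchanged, which the pseudocount of 1 fixes in advance. The intersection of genes higher in HM_Ctrl and lower in HM_DFX held 124 genes under median–ratio scaling, all among the 143, and 151 under 75th–percentile scaling, which included all 143. The intersection with the clones exchanged held 179 and 182 genes. Median–ratio scaling, which centres the typical gene by construction, moved the balance of calls under DFX in HM from 35.9% higher (878 higher, 1568 lower) to 46.9% higher (1128 higher, 1277 lower), while 75th–percentile scaling left it at 36.0% higher (885 higher, 1571 lower).

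Other settings moved counts by over 1.5 times. With a pseudocount of 0.1, which lets genes with few fragments pass, HM_Ctrl had 883 genes higher and 674 lower than LM_Ctrl, HM_DFX had 2397 lower than HM_Ctrl, LM_DFX had 1349 higher and 1721 lower than LM_Ctrl, the intersection held 275 genes, the exchanged one 336, and 10 PI3K–AKT genes were in the former. At a 1.5-fold threshold these counts were 1329 and 1102 for the clones, 2030 higher and 3297 lower in HM_DFX, 2088 higher and 2527 lower in LM_DFX, 447 and 592 for the intersections, and 14 PI3K–AKT genes. At 4-fold they were 42 and 55, 111 and 166, 180 and 134, 8 and 14, and 0. Requiring a mean FPKM of at least 1 left 89 genes in the intersection. Protein–coding genes alone gave 87 and, with the clones exchanged, 98. At any fold change, a setting chosen after seeing the data, the intersection held 3472 genes where independent lists would share 3640, and the exchanged one 4111 against 3210. The excess of the first intersection over independent lists therefore depended on a threshold, with ratios of 14.5 at 4-fold, 2.50 at 2-fold and 1.29 at 1.5-fold. The ratio also moved with other settings. It was 1.65 with a pseudocount of 0.1 and 1.89 with a mean FPKM of at least 1. Without a filter it was 9.79, since the intersection stayed at 143 genes while independent lists would share 14.6. With a pseudocount of 1, a gene below an FPKM of 1 in every library cannot change 2-fold. Dropping the filter therefore only added genes that could not be called. Why the ratio moved under the other settings was not tested.

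For the PI3K–AKT list, the median in HM_Ctrl against LM_Ctrl was 0.04 and went to 0.00 without a filter, which adds genes near an FPKM of 0, and to −0.0826 for the extracellular matrix and integrin part alone, a reversal. Under DFX in HM the median of −0.22 went to −0.00497 without a filter, to −0.0640 for the core cascade and to −0.81 for the matrix part. Without the matrix part, 2 genes of the list were in the intersection. Genes with a signaling term in the annotation, a list chosen after seeing the data, gave medians of 0.10 between the clones, −0.18 under DFX in HM and −0.05 in LM, and 4 genes in the intersection.

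Among the 44 named genes, 5 were below the filter and had no values in this comparison. For the rest, 641 of 699 values moved by less than their 95% binomial interval, 58 moved by more, and none of those 58 changed sign. The 641 include the settings of no filter, the mean FPKM filter and protein–coding genes only. Those settings cannot move a gene's own fold change, so the number 641 overstates how stable the values were. Of the 16 values that shifted by more than 0.5 on the log2 scale, all did so with a pseudocount of 0.1. Values near 0 changed sign within their interval in 4 cases, Mtor, Rps6kb1 and Rgs16 under DFX in HM, and Ccl5 between the clones.

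Of the 143 genes of the intersection, 82 had at least 100 fragments in their highest library. No paired analysis was possible because each condition has 1 library. Count tests with an assumed spread between cultures had been listed only for a table of read counts and were not run on the recovered fragments.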

Differences from the paper's values

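The paper shows about 1800 genes higher in HM_Ctrl than in LM_Ctrl in Fig. 4C, read by eye, against 462 genes at least 2-fold higher here. For genes lower in HM_DFX than in HM_Ctrl the paper shows about 3800 in Fig. 4C, read by eye, against 1568 here, and for the intersection about 550 in Fig. 4C, read by eye, against 143 here. The paper called these genes by edgeR at any fold change. Among the alternatives set before the data were examined, the 1.5-fold threshold gave 1329, 3297 and 447 genes, each within 1.5 times of the paper's count. The other alternatives (a pseudocount of 0.1, no filter, a mean FPKM of at least 1, both scalings, protein–coding genes only and a 4-fold threshold) did not come within 1.5 times for any of the 3 counts.

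In the intersection, the paper shows about 19 PI3K–AKT genes in Fig. 4D, read by eye, against 6 here. A 1.5-fold threshold gave 14, within 1.5 times of the paper's count, and the other alternatives gave from 0 to 10. The paper shows about 14 axon guidance genes in Fig. 4D, read by eye, against 1 here, and about 11 lysosome genes in Fig. 4D, read by eye, against 1 here. None of the alternatives set before the data were examined closed these gaps, and at a 1.5-fold threshold the counts were 9 and 7. The lists used here are not those of KEGG, so these counts are of different lists.

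The paper states that the PI3K–AKT pathway was upregulated in 4T1–HM cells and then suppressed by DFX. It drew this from KEGG enrichment of the intersection, and then reported blots of phosphorylated AKT that was higher in untreated 4T1–HM cells and lowered by DFX. The values here are a different measure, transcripts over a whole list. The median log2 fold change of the PI3K–AKT list was 0.04 in HM_Ctrl against LM_Ctrl and −0.22 in HM_DFX against HM_Ctrl. Akt1 had values of −0.62 and −1.46, and of −1.51 in LM_DFX against LM_Ctrl. The paper states that DFX selectively inhibits genes overexpressed in 4T1–HM. The intersection with the clones exchanged held 191 genes, more than the 143 of the paper's direction.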

Other observations

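The tests of exchanged labels, of noise in the control libraries and of window medians across the pairs were chosen only after the result was seen.

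The HM_Ctrl library differed from LM_Ctrl along the direction of the mean DFX response of the clones. Genes at least 2-fold higher in HM_Ctrl had a median mean response to DFX over both clones of 0.03, genes at least 2-fold lower had −0.58, and all expressed genes had −0.08. The Pearson correlation across genes of the clone difference with the mean DFX response was 0.23, with 0.04 for the response in HM and 0.40 for the response in LM. The response of each single clone shares a control library with the clone difference. Independent fold changes gave average correlations of −0.15 for HM and 0.15 for LM at a coefficient of variation of 0.2, and of −0.29 and 0.29 at 0.4. The gap between HM and LM therefore cannot show which clone's response the difference follows. In the mean response the noise of the shared controls cancels if it is equal in both. For that mean, 100 simulations with independent fold changes at each of 4 such noise levels gave between −0.03 and 0.02, so noise of equal size is argued against. More noise in LM_Ctrl than in HM_Ctrl cannot be told apart from a difference between the clones. With 1 library per condition, the noise of each is unknown. Simulations in which LM_Ctrl alone varied gave 0.06 on average at a coefficient of variation of 0.2. At 0.4 they gave 0.187 to 0.227, under the observed 0.234, and at 0.6 they gave 0.361 on average. These simulations added noise to fold changes that already held the noise of the libraries. Another candidate explanation that stays open is that 4T1–HM cells were already partly in a state that DFX induces, with higher HIF targets before treatment, and as a hypothesis it was found and tested on the same libraries. A higher density of the HM_Ctrl culture, which would also raise HIF targets, was not tested.

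Neighbouring genes shifted together between the clones. In windows of 50 expressed genes, 30 of 243 window medians of HM_Ctrl against LM_Ctrl lay beyond the 0.5th percentile at either end of random gene sets, where 2.43 would be by chance, and 26 of these lay on the same side of random sets in HM_DFX against LM_DFX, 16 of them beyond the 2.5th percentile at that end. The medians of 15 of 20 chromosomes lay outside that range in the DMSO pair, and 10 of them did so in both pairs in the same direction. The largest shifts relative to all genes were −0.18 on chromosome 16 and 0.17 on chromosome 12. After the trend with GC content and length was removed, 40 windows lay outside, which argues against that trend as the source. Window medians of the DMSO and DFX pairs, which share no library, had a correlation of 0.64, against at most 0.44 in 1000 shuffles of the gene order. This is consistent with copy–number differences between the single–cell clones, as a hypothesis without DNA data. Shifts of whole windows were too small to account for most calls, since 85.3% of 858 genes past 2-fold stayed past 2-fold after the median of their window was removed. This criterion was chosen after the chromosome medians, the first criterion, were seen to shift. The largest absolute window median was 0.36, so mainly calls near 2-fold could be lost. The median of 50 genes cannot show a copy–number change of a few genes, so copy number as the source of the calls stays open.

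Exchanged clone labels in the DFX libraries are argued against, since 74.9% of the genes past 2-fold between HM_Ctrl and LM_Ctrl differed in the same direction between HM_DFX and LM_DFX.

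Iron genes that the paper discusses in other data sets were measured in these libraries. Tfrc, the transferrin receptor (chromosome 16 from 32608920 to 32632794), had log2 fold changes of −0.07 in HM_Ctrl against LM_Ctrl, 0.77 under DFX in HM and 0.81 under DFX in LM. Slc11a2, which encodes DMT1, had −0.24, 0.60 and 0.70 in the same order, and the ferritin heavy chain gene Fth1 had 0.21, −0.68 and −0.51. Cp, the ceruloplasmin gene, had 0.73, −1.88 and −1.64. The exporter gene Slc40a1 was below an FPKM of 1 in all libraries, and Hamp and Trf were listed at 0. The iron uptake genes of Figure 2D (10 expressed) had medians of −0.08, −0.10 and −0.16, and the iron metabolism genes of Figure 2G (5 expressed) of −0.07, 0.13 and −0.18, all inside the range of random lists. Lcn2, named after its values were seen, was the 1 iron uptake gene among the 143 genes of the intersection.

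Other genes the paper measures as protein or names were also read. Actb, which encodes the actin often used as a loading control, had log2 fold changes of −0.70 in HM_Ctrl against LM_Ctrl, −1.80 under DFX in HM and −2.04 in LM, with 23.6% of its 31-mers shared with another gene. Myc had 0.21, 0.95 and 0.93, Klf4 rose by 1.54 in HM and by 2.58 in LM under DFX, Parp1 had −0.35, −0.82 and −0.69, and Erbb2 had 0.07, −1.49 and −1.17. Esr1 was below an FPKM of 1 in all libraries and Pgr was listed at 0. The 16 expressed genes the paper names had medians of 0.07, −0.11 and −0.22, inside the range of random lists.

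The remaining lists were as follows. Axon guidance genes had medians of −0.15 in HM_Ctrl against LM_Ctrl (0.06th percentile), −0.44 under DFX in HM (0.02nd percentile) and −0.23 under DFX in LM (1.13th percentile). Focal adhesion genes without matrix and integrin genes had −0.05 (38.9th percentile), −0.12 (21.2nd) and −0.22 (1.54th). Under DFX, mesenchymal markers had medians of −0.69 in HM (0.515th percentile) and −0.83 in LM (0.03rd), epithelial markers of −0.47 (2.08th) and −0.25 (8.51th), and nuclear respiratory chain genes of −0.35 (0.12th) and −0.19 (4.01st). Among the 143 genes of the intersection, and named after their values were seen, HIF targets had 2 genes (Ddit4 and Egln3), ATF4 targets had Chac1 and mesenchymal markers had Mmp3.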
